A study of Mus musculus with 17 samples. Its data were reported in "Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy" (2026).

How the data were processed

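Gene expression was measured by bulk RNA sequencing of poly(A) RNA from slices of mouse dorsal hippocampus, the region that holds CA1, CA2, CA3 and the dentate gyrus. The mice were wild type (WT) or carried a knockout (KO) of Acss2, the gene for acetyl-CoA synthetase 2, an enzyme that makes acetyl-CoA from acetate. At 6 months of age they had received an injection into the dorsal hippocampus of tau protein purified from human Alzheimer's disease brain (Tau) or of phosphate-buffered saline (PBS). The labels gave 17 libraries in 6 groups: male WT PBS, male WT Tau, male KO PBS, male KO Tau and female KO Tau with 3 libraries each, and female WT Tau with 2. There was no female PBS group. Libraries are named by the number in their label.

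The authors aligned the reads with RNA-STAR to the GRCm38 mouse assembly and counted reads over exons per gene with HTSeq in reverse-stranded mode, and the deposited values were raw read counts per gene symbol, with no normalization. The annotation release behind the counts was not stated. The study's own test was the DESeq2 Wald test on libraries of male mice. Whether it fitted all groups together or each pair alone was not stated. The table held 24498 gene symbols, of which 4152 had no count in any library. Positions, lengths and GC content came from the GENCODE annotation of the same assembly, in which 98.4% of the symbols were found, 23607 by their name and 511 by an older name. Because a symbol can pool or split reads of near-identical copies, values of paralogs and pseudogenes in such a table are uncertain.

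Total counts per library ran from 14183131 to 22463635, so 3 counts, taken as the limit that a count of 0 allows, corresponded to 0.134 to 0.212 CPM (counts scaled to a fixed total per library). These limits cover counting error only. No pair among the 136 pairs of libraries had identical counts, and the smallest chi-square per gene between libraries was 3.60, so each library was counted as a separate sample.

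Counts were tested in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16, with TMM factors, filterByExpr (minimum count 10, minimum total count 15) and Benjamini-Hochberg adjustment at a false discovery rate (FDR) of 0.05. Group contrasts within males were taken from 1 fit of the 12 male libraries (15098 genes tested). Contrasts that involved females were taken from 1 fit of the 11 Tau libraries (15419 genes tested). The 10 comparisons were the 5 pairs of male groups, the male genotype by treatment interaction, the averages over treatment and over genotype, the female genotype comparison and the sex by genotype interaction under Tau. Each log2 fold change is given with its standard error (SE). CPM values are scaled to the total counts of the library, with the standard deviation (SD) over libraries.

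Named genes followed a rule. Acss2, Mapt (the mouse tau gene) and some of the genes named in the study's text were always reported. The latter were Npas4, Rfx3, Rfx5, Rfx7, Rbpj, Reln, Dab1, Sema3c and Grik1. The study's text also names other genes, such as Lingo1 and Ncam2, which this rule did not cover. In addition up to 3 genes higher and 3 lower per comparison were eligible if they passed the FDR and the libraries of the compared groups did not overlap, and genes of a list could be named beside that list's test. The study named Npas4, Rfx3 and Rfx5 from its bulk RNA sequencing of male mice, and Sema3c, Grik1, Reln and Dab1 from single-nucleus data on female mice. The groups, comparisons, tests, named genes and gene lists were fixed before the data were examined.

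The 18 gene lists covered immediate early genes; markers of dentate granule cells, CA1, CA2 and CA3 pyramidal cells, neocortex, thalamus, striatum, choroid plexus, oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, endothelium, inhibitory neurons and Cajal-Retzius cells; and nuclear-retained RNAs and ribosomal protein genes. They were tested with camera in limma 3.58.1 (inter-gene correlation 0.01, two-sided), adjusted over all 180 tests. List scores are mean log2 CPM with a prior count of 2.

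The alternatives were the DESeq2 1.42.0 Wald test, DESeq2-type (RLE) factors in edgeR, every gene with at least 1 count, a fit of only the groups compared, a fit of all 17 libraries, limma voom with sample quality weights, 1 surrogate variable from svaseq in sva 3.50.0, offsets that removed per-library trends on gene length and GC content (splines with 5 degrees of freedom, 99.3% of tested genes with values), and each replicate left out in turn. For lists the alternatives were fry and a correlation estimated per list. For genes flanking Acss2 they were 10 or 50 tested genes on each side in place of 20. Added after seeing the data were DESeq2 on only the groups compared, DESeq2 and edgeR on those groups with each replicate left out, DESeq2 on the male libraries with each male KO Tau replicate left out, and the dentate granule score as a covariate. Genes without an adjusted p in DESeq2 were left without one.

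The fits were tested on simulated data drawn from the means and library sizes of the male libraries, with 200 of 15098 genes changed by 1 on the log2 scale between male KO Tau and male WT PBS. edgeR on the 12 male libraries recovered 61% of the changed genes with 5 false calls, DESeq2 73% with 30, and voom 62% with 4. On the 2 groups alone DESeq2 recovered 73% with 65 false calls. On those groups with 1 male KO Tau library left out, DESeq2 recovered 68.5% with 85 false calls and edgeR 34% with 7. All these figures came from 1 draw, with genes drawn independently and 1 spread per gene for all groups. The measured male KO libraries varied more within their groups than the male WT libraries. The figures may therefore not carry over to the measured comparisons. Other splits of the libraries were refitted, all 10 for pairs of groups and 100 drawn for 4 groups. Correlations across libraries used deviations from group means and exact permutation within groups.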

Results

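Read counts were obtained for 17 libraries of dorsal hippocampus, 12 from male and 5 from female mice. The male WT PBS libraries held 18246188, 19355624 and 16761458 counts (replicates 791, 792 and 793), male WT Tau 16768158, 18252543 and 20321084 (771, 772 and 773), male KO PBS 19714703, 16542129 and 21847844 (751, 752 and 753) and male KO Tau 15853495, 19188865 and 21254509 (711, 712 and 713). The female KO Tau libraries held 14183131, 14631233 and 16078293 counts (314, 324 and 325), and the female WT Tau libraries 17275181 and 22463635 (331 and 341). Between 17471 genes (male KO PBS replicate 752) and 18055 genes (female WT Tau replicate 341) had at least 1 count. The 50 most abundant genes took 9.38% of counts in male WT PBS replicate 791 and 12.2% in male KO Tau replicate 711, the lowest and the highest shares among the libraries. TMM factors ran from 0.949 to 1.08.

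The targeted gene was examined in every library as a check of the genotype labels. Acss2 (ENSMUSG00000027605.18, protein-coding, GRCm38 chromosome 2, 155517948 to 155585724, plus strand) was at 3.07 to 8.81 CPM in the 9 KO libraries and at 44.0 to 54.6 CPM in the 8 WT libraries, with no overlap. Its mean was 52.3 ± 2.78 CPM in male WT PBS (SD, n = 3), 49.3 ± 4.56 in male WT Tau (n = 3), 3.72 ± 0.524 in male KO PBS (n = 3), 4.38 ± 1.33 in male KO Tau (n = 3), 50.4 ± 5.56 in female WT Tau (n = 2) and 6.65 ± 1.97 in female KO Tau (n = 3). Xist was at 743 to 1208.5 CPM in the 5 female libraries and at most 0.121 CPM in the 12 male libraries. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together gave 100.7 to 161 CPM in males and at most 0.0683 CPM in females, below the limit that a count of 0 allows. Genotype and sex labels therefore matched the counts in each of the 17 libraries.

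**Figure D1:**
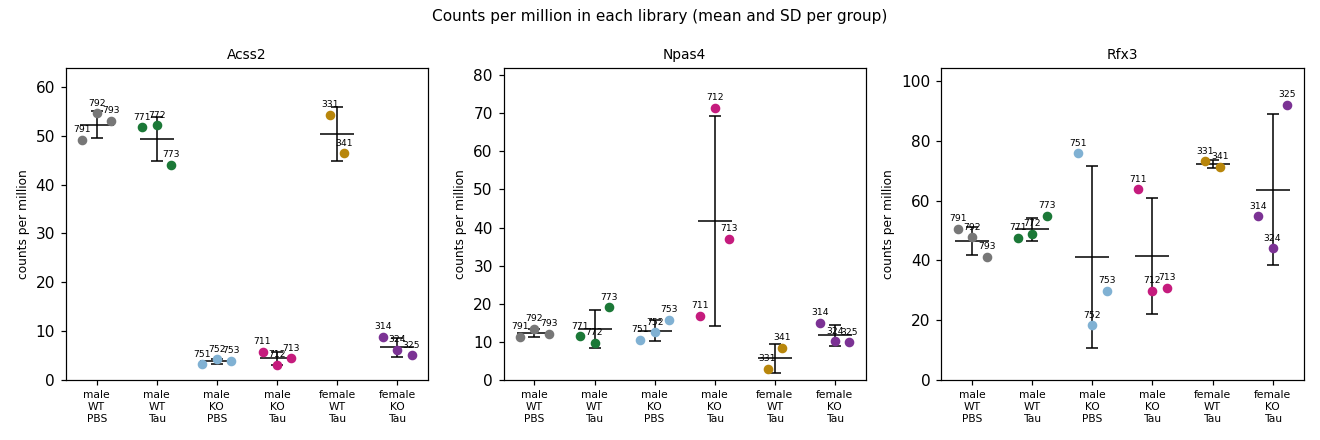
CPM (vertical axes) of Acss2, Npas4 and Rfx3 in each of the 17 libraries (points) by group, with the group mean and SD. Acss2 was at 3.07 to 8.81 CPM in the KO libraries and 44.0 to 54.6 CPM in the WT libraries, while Npas4 ranged from 16.8 to 71.4 CPM within male KO Tau.

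The effect of Tau in WT mice was asked by male WT Tau against male WT PBS. edgeR called 0 of 15098 genes, with 281 genes (1.86%) at an unadjusted p under 0.05. That share was below the 0.05 that no effect would give on average. The fit shared its spread with the male KO groups, whose libraries differed more from the others of their group. The SD over genes of that log2 difference was 0.384 to 0.652 in the male KO groups and 0.269 to 0.317 in the male WT groups. A count of 0 in this fit therefore does not exclude a Tau effect in WT mice. DESeq2 and voom on the male libraries also called 0. The alternative that moved this count most was DESeq2 on only these groups without male WT Tau replicate 773, which called 269 genes (86 higher, 183 lower in Tau). Without male WT PBS replicate 792 that fit called 119, with all 6 libraries 11, and without any other single replicate 1 to 3. edgeR on only these groups called 16 genes without replicate 773 and 36 without replicate 792. Among the 10 named genes besides Acss2, log2 fold changes ran from -0.48 (Reln) to 0.14 (Rbpj), and 0 passed the FDR, whether over all genes tested or adjusted over the list alone.

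The effect of Acss2 loss without Tau was asked by male KO PBS against male WT PBS. edgeR called 1 gene, Acss2, lower in KO (log2 fold change -3.76, SE 0.19, FDR 6.89e-06), and 667 genes had an unadjusted p under 0.05. DESeq2 on the male libraries called 2 genes and voom 1. DESeq2 on only these groups called 4 genes with all 6 libraries, 217 without male KO PBS replicate 752, 30 without 753, 15 without either male KO PBS replicate 751 or male WT PBS replicate 792, and 2 without male WT PBS replicate 791. DESeq2 on the male libraries without male KO Tau replicate 711 called 22. The other named genes ranged from -0.45 (Reln) to 0.13 (Npas4). None of them passed over all genes tested, and 1 passed when adjusted over the list alone, Rfx5 (-0.35, SE 0.10, adjusted p 0.0307). For Npas4, Rfx3 and Rfx5 a value adjusted over the list alone is not independent evidence in comparisons that include the male libraries, since the study named these genes from its bulk RNA sequencing of male mice.

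The combined effect of Acss2 loss and Tau was asked by male KO Tau against male WT PBS. edgeR called 1 gene, Acss2 (-3.58, SE 0.19, FDR 1.06e-05), with 956 genes at an unadjusted p under 0.05. DESeq2 called 15 genes (3 higher, 12 lower in KO Tau) and voom 11. The count depended on male KO Tau replicate 711. DESeq2 on only these groups called 22 genes with all 6 libraries and 1032 (494 higher, 538 lower) without replicate 711, against 52 without 712, 7 without 713 and 2 to 7 without any 1 male WT PBS replicate. edgeR on only these groups called 620 genes (311 higher, 309 lower) without replicate 711, but edgeR on all male libraries without it called 1, and DESeq2 on all male libraries 45. On only these groups, edgeR called 1 gene without replicate 712 and 0 without replicate 713 or any of the male WT PBS replicates 791, 792 and 793. DESeq2 on all male libraries called 31 without replicate 712 and 7 without 713.

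Npas4 (ENSMUSG00000045903.9, chromosome 19, 4984355 to 4990316, minus strand), an immediate early gene for a neuronal transcription factor, was at 16.8, 71.4 and 37.0 CPM in male KO Tau replicates 711, 712 and 713. The mean of 41.8 ± 27.6 CPM (SD, n = 3) compared with 12.2 ± 1.00 in male WT PBS, 13.4 ± 4.96 in male WT Tau and 12.9 ± 2.70 in male KO PBS (n = 3 each). Its log2 fold change against male WT PBS was 1.78 (SE 0.42), with an edgeR FDR of 0.783 over all genes tested. It passed with DESeq2 (adjusted p 0.0167) and voom (0.0458) on the male libraries. Without replicate 711 the fold change was 2.15, with an adjusted p of 7.39e-15 by DESeq2 on only the groups compared and 0.203 by edgeR on the male libraries. In all, 6 of 37 alternatives called it. Against male WT Tau its log2 fold change was 1.65 (SE 0.42, FDR 0.927), which 3 of 37 alternatives called, each without replicate 711. The lowest adjusted p there was 1.24e-06, by DESeq2 on the male libraries.

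Rfx3 (ENSMUSG00000040929.17, chromosome 19, 27761721 to 28011166, minus strand), which encodes a transcription factor of the regulatory factor X family, was at 63.8, 29.7 and 30.8 CPM in male KO Tau replicates 711, 712 and 713. Its mean was 41.4 ± 19.4 CPM there, 46.5 ± 4.84 in male WT PBS, 50.4 ± 3.92 in male WT Tau and 41.2 ± 30.5 in male KO PBS (SD, n = 3 each). Within male KO PBS it was at 75.8 CPM in replicate 751 and 18.2 CPM in replicate 752. Its log2 fold change was -0.16 (SE 0.44, edgeR FDR 0.966) against male WT PBS and -0.26 (SE 0.44, FDR 0.961) against male WT Tau, smaller than the spread between replicates. Without replicate 711, DESeq2 on only the groups compared gave -0.62 (adjusted p 7.96e-05) and -0.72 (4.34e-07). In that setting edgeR on the groups compared gave adjusted p of 0.0215 and 0.0164, and DESeq2 on all male libraries 0.768 and 0.541. Across the 11 libraries of the other groups, Rfx3 followed the dentate granule score, both as deviations from group means (Pearson r 0.985, exact permutation p = 0.00926; Spearman rho 0.90, exact permutation p = 0.0116; Benjamini-Hochberg adjusted over 3 relations, 0.0139). Pearson r was 0.949 without male KO PBS replicates 751 and 752 and 0.984 within the 6 male libraries, and no value was taken within the 5 female libraries, since 6 were set as the smallest number for a correlation.

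Of the remaining named genes, log2 fold changes in male KO Tau against male WT PBS lay between -0.46 (Reln) and 0.10 (Rbpj), and 0 passed the edgeR FDR over all genes tested. Adjusted over the list alone, 2 genes besides Acss2 passed in that comparison, Npas4 (adjusted p 0.00747) and Rfx5 (-0.31, SE 0.10, adjusted p 0.0402). Against male WT Tau only Npas4 did (0.0119), and Rfx5 had a fold change of -0.11. Without male KO Tau replicate 711, Grik1 changed sign in both comparisons and Rbpj against male WT Tau. Mapt was at 654 ± 81.4 CPM in male KO Tau and 619 ± 10.7 CPM in male WT PBS (SD, n = 3), a log2 fold change of 0.08 (SE 0.10).

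The effect of Acss2 loss under Tau was asked by male KO Tau against male WT Tau. edgeR called 1 gene, Acss2 (-3.47, SE 0.19, FDR 1.41e-05), with 711 genes at an unadjusted p under 0.05. DESeq2 called 4 genes, all lower in KO Tau, and voom 2. DESeq2 on only these groups called 28 genes with all 6 libraries, 1377 (634 higher, 743 lower) without male KO Tau replicate 711, 15 without 712, 6 without 713 and 2 to 4 without any 1 male WT Tau replicate. edgeR called 733 genes on only these groups without replicate 711, 1 without 712, and 0 without 713 or any of the male WT Tau replicates 771, 772 and 773. On all male libraries without replicate 711, edgeR called 1 gene and DESeq2 22.

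The genes called against male WT PBS and against male WT Tau were compared. Both held 1 gene, Acss2. Since both comparisons use the male KO Tau libraries, 20 simulated draws with no effect were made, in which the largest overlap was 0. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.650 between the comparisons against a mean of 0.503 with no effect, and 74.4% of genes had the same sign against 66.6%. Without male KO Tau replicate 711 and with DESeq2 on only the groups compared, 751 genes were shared in the same direction, 72.8% of the smaller set. edgeR on those groups without replicate 711 shared 391. In 20 simulated draws with no effect and the same library left out, at most 10 genes were shared by DESeq2 and 0 by edgeR, but genes were drawn independently, so variation that libraries share across genes was not part of these draws.

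The effect of Tau in KO mice was asked by male KO Tau against male KO PBS. edgeR called 0 genes, with 1201 genes at an unadjusted p under 0.05. voom called 0 and DESeq2 on the male libraries 36 (3 higher, 33 lower in Tau). That DESeq2 count was 79 without male KO Tau replicate 711, 3 without 712 and 64 without 713. DESeq2 on only these groups called 0 with all 6 libraries, 14 without replicate 711, 16 without male KO PBS replicate 752 and 1 without male KO PBS replicate 753. Npas4 had a log2 fold change of 1.65 (SE 0.42, edgeR FDR 0.55) and was the only named gene to pass when adjusted over the list alone (0.024).

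Whether Tau acted differently in KO and WT males was tested by the interaction. edgeR called 0 genes, with 631 at an unadjusted p under 0.05, and DESeq2 and voom called 0. DESeq2 without male KO Tau replicate 711 called 3 and without 712 called 1. The interaction for Npas4 was 1.53 (SE 0.59, FDR 0.996), and 0 named genes passed when adjusted over the list alone. Averaged over genotypes, Tau against PBS gave 0 genes by edgeR, with 812 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by voom. DESeq2 gave 8 genes without male KO Tau replicate 711 and 10 without 713. Averaged over treatments, KO against WT gave 1 gene, Acss2 (-3.62, SE 0.14, FDR 2.06e-07), with 692 at an unadjusted p under 0.05. DESeq2 called 10 genes (2 higher, 8 lower in KO) and voom 2, and DESeq2 without male KO Tau replicate 711 called 44. Adjusted over the list alone, Npas4 and Rfx5 passed in the latter average (both 0.0423) and 0 named genes in the former.

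Genes next to Acss2 were examined because a knockout allele can carry flanking sequence of another strain. Of the 40 tested genes nearest to it (20 on each side, GRCm38 chromosome 2, 154335380 to 156309952), edgeR called 0 in KO against WT averaged over treatments, and 3 had an unadjusted p under 0.05. That share of 7.5% compared with 4.57% of all other genes (Fisher's exact test, two-sided, p = 0.430). The median absolute log2 fold change was 0.08 in the flanking genes and 0.09 in the others.

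The female libraries asked whether the genotype effect under Tau was also seen in females. edgeR called 1 gene, Acss2 (-2.86, SE 0.26, FDR 0.00347), with 446 genes at an unadjusted p under 0.05, and DESeq2 and voom called 1 each. The count fell to 0 without female KO Tau replicate 324 or female WT Tau replicate 331. Leaving out replicate 331 left 1 female WT Tau library, which was assumed to vary like the other groups. Npas4 had a log2 fold change of 1.08 (SE 0.60, FDR 0.997) from 5.58 ± 3.88 CPM in female WT Tau (SD, n = 2) to 11.6 ± 2.84 CPM in female KO Tau (n = 3). The sex by genotype interaction under Tau gave 0 genes by edgeR and by voom and 1 by DESeq2, with 454 at an unadjusted p under 0.05. In both comparisons 0 named genes besides Acss2 passed when adjusted over the list alone.

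The 18 lists were tested in the 10 comparisons. With camera, 64 of 180 tests passed the FDR. None of these calls held under fry (smallest FDR 0.951) or with an estimated correlation (0.830). Leaving out male KO Tau replicate 711 lost 27 of the 64 calls, and the number of calls ran from 46 without it to 79 without male KO PBS replicate 752 or male KO Tau replicate 712. Ribosomal protein genes passed in 8 of 10 comparisons (7 up, 1 down), immediate early genes in 8 (2 up, 6 down), choroid plexus in 8 (8 up), oligodendrocytes in 8 (4 up, 4 down), striatum in 6 (2 up, 4 down), astrocytes in 5 (4 up, 1 down), microglia in 4 (3 up, 1 down) and nuclear-retained RNAs in 4 (3 up, 1 down). CA1 pyramidal cells (2 up, 1 down) and CA2 pyramidal cells (3 down) passed in 3, thalamus (2 up) and endothelium (2 down) in 2, and dentate granule cells (1 down), CA3 pyramidal cells (1 up) and oligodendrocyte precursors (1 down) in 1. Neocortex, inhibitory neurons and Cajal-Retzius cells passed in 0, with smallest FDRs of 0.0546, 0.0841 and 0.187.

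In male KO Tau against male WT PBS, 9 of 27 immediate early genes were higher and the list's median log2 fold change was -0.27 (camera FDR 8.97e-08), the opposite direction to Npas4. Adjusted over the list alone, 6 of its genes passed, and 0 over all genes tested. The call was lost without male KO Tau replicate 711 (FDR 0.253, median -0.23). Against male WT Tau the median was -0.14 (9 of 27 higher, FDR 9.98e-05, 5 genes adjusted over the list alone and 0 over all genes tested), also lost without replicate 711 (FDR 0.921, median -0.04). Ribosomal protein genes had a median of 0.32 (75 of 76 higher, FDR 3.53e-36) against male WT PBS, kept whichever of the 12 male libraries was left out (median 0.15 without male KO Tau replicate 711), with 0 genes passing when adjusted over the list alone. Choroid plexus genes had a median of 3.97 (14 of 14 higher, FDR 1.27e-13, 13 genes adjusted over the list alone and 0 over all genes tested), likewise kept, with a median of 1.39 without male KO Tau replicate 713. Against male WT Tau their median was 1.91 (14 of 14 higher, FDR 4.80e-05), and that call was lost without male KO Tau replicate 713. The ribosomal protein list was included to weigh RNA quality. Its score was 6.25 in male KO Tau replicate 711, 5.53 to 5.88 in the other male libraries and 5.97 to 6.46 in the female libraries. Its calls therefore do not separate RNA quality from a group effect. The median, mean and test differed in sign for 2 of 18 lists against male WT PBS and 1 of 18 against male WT Tau, none of them a list that passed.

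**Figure D2:**
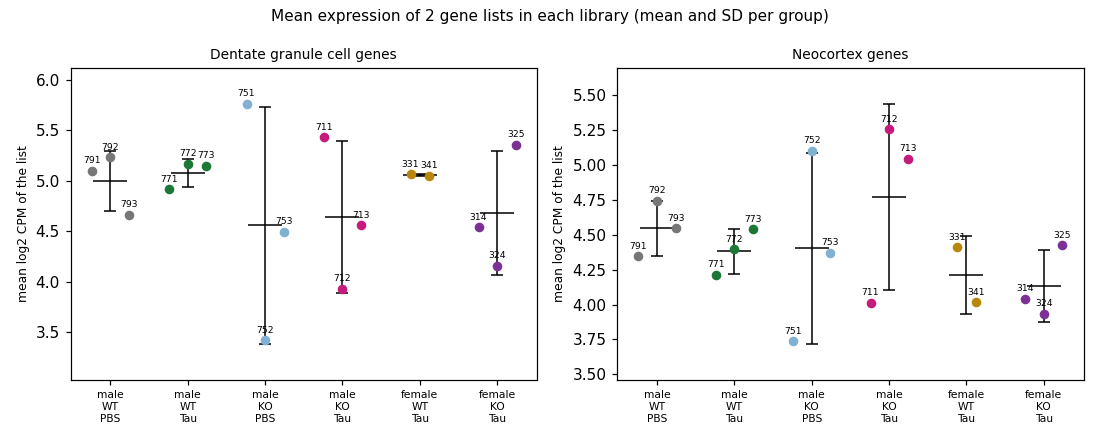
Mean log2 CPM (vertical axes) of the dentate granule cell and neocortex marker lists in each library (points) by group. The dentate granule score was 3.42 in male KO PBS replicate 752 and 3.93 in male KO Tau replicate 712, against 5.76 in male KO PBS replicate 751 and 5.43 in male KO Tau replicate 711, and the neocortex score was 5.10 and 5.25 against 3.74 and 4.01.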

Values the study reported

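The study reported 1029 differentially expressed genes between WT mice given PBS and KO mice given tau, 533 of them higher in WT PBS and 496 higher in KO tau. Between tau-injected WT and KO mice it reported 1378 genes, 744 higher in WT tau and 634 higher in KO tau. It gave n = 2 for the KO tau group and n = 3 for the other groups of this experiment.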

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

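The use of fry and of the estimated correlation, both planned as alternatives, to test whether list genes varied together was chosen only after the list results were seen. In males, 5 of 18 gene lists passed the FDR in the test of whether Tau acted differently in KO and WT mice (camera, genotype by treatment interaction). Their median log2 interactions were -0.46 for CA2 pyramidal cells, -0.61 for striatum, -0.52 for oligodendrocytes, 0.49 for nuclear-retained RNAs and 0.24 for ribosomal protein genes. Only the oligodendrocyte call was kept whichever of the 12 male libraries was left out. The calls for nuclear-retained RNAs and ribosomal protein genes were lost without male KO Tau replicate 711. The CA2 call was lost without male KO PBS replicate 751 or 753, male WT PBS replicate 793, male KO Tau replicate 712 or male WT Tau replicate 772. Over those fits the CA2 median ranged from -0.85 to -0.34, nuclear-retained RNAs from 0.28 to 0.72 and ribosomal protein genes from 0.07 to 0.33. The striatum call was lost without male KO PBS replicate 752, male WT PBS replicate 792 or 793, male KO Tau replicate 711 or 713, or male WT Tau replicate 773, and its median ranged from -0.98 to 0.49.

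Under Tau, 9 of 18 lists passed the FDR in the test of whether the genotype effect differed between females and males. The median log2 differences (female minus male) were 0.38 for immediate early genes, 0.39 for CA1 pyramidal cells, 0.53 for CA3 pyramidal cells, -0.41 for striatum, -0.25 for oligodendrocytes, -0.24 for astrocytes, -0.20 for microglia, -0.25 for endothelium and -0.27 for ribosomal protein genes. The immediate early gene call was kept whichever of the 11 Tau libraries was left out. The other 8 were lost in 1 to 6 of those 11 fits. Leaving out female WT Tau replicate 331 lost 7 of them, those for CA1, CA3, oligodendrocytes, astrocytes, microglia, endothelium and ribosomal protein genes. Leaving out male KO Tau replicate 711 lost 6, those for striatum, oligodendrocytes, astrocytes, microglia, endothelium and ribosomal protein genes. Further losses came without female KO Tau replicate 314 (oligodendrocytes, astrocytes, microglia), 324 (CA3, striatum) or 325 (oligodendrocytes, microglia), female WT Tau replicate 341 (striatum, microglia), male KO Tau replicate 712 (CA3, striatum), and male WT Tau replicate 771 (microglia), 772 (CA3, striatum) or 773 (oligodendrocytes, astrocytes). In these fits the medians of oligodendrocytes (highest 0.05), astrocytes (0.01) and ribosomal protein genes (0.01) crossed 0, and those of the other 5 lists kept their sign.

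One technical explanation is that the genes of a list vary together between libraries of one group, for example through differences in tissue makeup between slices, while camera assumed a correlation of 0.01. With the correlation estimated from the libraries, 0 of the 14 interaction calls passed, and with fry 0 passed. Each of these alternatives passed 0 of all 180 list tests (smallest FDR 0.830 and 0.951). The loss of the 14 calls therefore cannot tell that explanation from a real difference. Library size was not tested against the lists. A biological difference between genotypes under Tau, or between sexes, stays open and untested, since the same libraries carry both the group difference and the variation in makeup.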

How the results depend on the processing

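The tests chosen only after results were seen were DESeq2 on only the groups compared, DESeq2 and edgeR on those groups with each replicate left out, DESeq2 on the male libraries with a male KO Tau replicate left out, and the dentate granule score as covariate. No paired analysis was possible because the groups share no replicate numbers.

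Counts of called genes from RLE factors, from the fit with no low-count filter, from GC and length offsets and from the dentate granule covariate stayed within 1.5 times the edgeR count in each comparison. With DESeq2 on the same libraries as edgeR, the count was 2 in place of 1 for male KO PBS against male WT PBS, 36 in place of 0 for male KO Tau against male KO PBS, 15 in place of 1 for male KO Tau against male WT PBS, 4 in place of 1 for male KO Tau against male WT Tau, 1 in place of 0 for Tau against PBS averaged over genotypes, 10 in place of 1 for KO against WT averaged over treatments and 1 in place of 0 for the sex by genotype interaction. The overlap of the male KO Tau comparisons rose to 3. DESeq2 left 12928 of the 24498 genes without an adjusted p in male KO Tau against male KO PBS and 9107 in KO against WT averaged over treatments, against 4507 in each other male comparison. In simulated data for male KO Tau against male WT PBS, DESeq2 made 30 false calls against 5 by edgeR and also recovered more of the changed genes (146 against 122), so the simulation does not show which the added calls were. The cause was not tested.

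With voom and quality weights the count was 11 for male KO Tau against male WT PBS, 2 for male KO Tau against male WT Tau and 2 for KO against WT averaged over treatments. With 1 surrogate variable it was 7 for male KO Tau against male WT PBS and 1 for male KO Tau against male KO PBS. With all 17 libraries it was 3 for male KO Tau against male WT PBS. With only the female groups fitted, 0 genes were called and Acss2 had a log2 fold change of -2.85 (edgeR adjusted p 0.0707), in a fit of fewer samples. For the others the cause was not tested.

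DESeq2 on only the groups compared called 11 genes for male WT Tau against male WT PBS, 4 for male KO PBS against male WT PBS, 22 for male KO Tau against male WT PBS, 28 for male KO Tau against male WT Tau (overlap 9) and 4 for female KO Tau against female WT Tau. In simulated data for male KO Tau against male WT PBS this fit made 65 false calls, against 30 by DESeq2 on the 12 male libraries, with 146 changed genes recovered by both. The cause in the measured counts was not tested.

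Leaving out 1 library, over all tools and fits, moved the counts as follows. For male WT Tau against male WT PBS they ran from 0 to 269 (without male WT Tau replicate 773), for male KO PBS against male WT PBS from 1 to 217 (without male KO PBS replicate 752), and for male KO Tau against male KO PBS from 0 to 79 (without male KO Tau replicate 711). For male KO Tau against male WT PBS they ran from 0 to 1032, for male KO Tau against male WT Tau from 0 to 1377, and for their overlap from 0 to 751, each highest without male KO Tau replicate 711 and 0 in edgeR fits of the compared groups alone, such as without replicate 713. The genotype by treatment interaction ran from 0 to 3 and KO against WT averaged over treatments from 1 to 44, both highest without replicate 711, and Tau against PBS averaged over genotypes from 0 to 10 (without replicate 713). The female comparison ran from 0 (without female KO Tau replicate 324 or female WT Tau replicate 331) to 1. edgeR on the male libraries gave 1 gene in male KO Tau against male WT PBS and against male WT Tau whichever male library was left out. Among the fits repeated without replicate 711, those counts changed only where the spread was estimated from the compared groups alone or with DESeq2. The fits with voom, with 1 surrogate variable and of all 17 libraries were not repeated without it.

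Acss2 stayed lower in KO in every alternative. Its log2 fold change with 1 library left out ran from -3.81 to -3.36 for male KO Tau against male WT PBS, from -3.71 to -3.27 for male KO Tau against male WT Tau and from -3.13 to -2.66 for females, and 33 of 37, 33 of 37 and 18 of 21 alternatives called it. The alternatives that did not were, in males, edgeR fits of 5 libraries. For male KO PBS against male WT PBS 36 of 36 called it, and DESeq2 on the male libraries without male KO Tau replicate 711 gave it no adjusted p. In male KO Tau against male WT PBS, Npas4 kept its direction in 37 of 37 alternatives, while Rfx3 changed sign in 9, Dab1 in 6 and Grik1 in 4. Against male WT Tau, Sema3c changed sign in 12, Reln and Rbpj in 9, Dab1 in 6, Grik1 in 4 and Rfx3 in 1. Of the 64 list calls, 0 held with fry and 0 with an estimated correlation.

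Depth limited low genes, since 3 counts were 0.134 to 0.212 CPM.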

Other observations

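Chosen only after the result was seen were the tests of Rfx3 against the dentate granule score, of a wrong label, of a batch shared with female libraries, of an exchange of libraries and of choroid plexus tissue, the comparison of single neocortex and dentate granule genes, the DESeq2 fits of only the compared groups, and the edgeR and DESeq2 fits of those groups with 1 library left out. The score of the genes called without male KO Tau replicate 711 came from such a fit. Its relations with the neocortex and dentate granule scores were therefore also chosen after the result was seen. The edgeR count for male KO Tau against male WT PBS was 1. That is lower than the value quoted from the study above. The edgeR count for male KO Tau against male WT Tau was 1. That is lower than the value quoted from the study above. The study used DESeq2 and gave a smaller n for KO tau than the labels do, so these edgeR counts are not a like comparison. With DESeq2 on only the groups compared and without male KO Tau replicate 711, the counts of 1032 and 1377 genes lay close to both quoted values. Their directions (494 higher and 538 lower, and 634 higher and 743 lower) were also close to the quoted ones. The study did not state which library it left out.

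Other splits of the libraries were fitted with edgeR. For male WT Tau against male WT PBS and for male KO Tau against male KO PBS, 10 of 10 splits gave at least as many genes as the real split. For the interaction and for Tau against PBS averaged over genotypes, 100 of 100 did. The real split gave 0 genes in these 4 comparisons, which fixes that outcome, so the splits say nothing about chance there. For male KO PBS against male WT PBS and male KO Tau against male WT PBS the real split was the only 1 of 10 with as many, and for male KO Tau against male WT Tau 2 of 10 had as many. A set of 10 splits is too small to exclude chance, but the 1 gene called was Acss2, which did not overlap between the 9 KO libraries (3.07 to 8.81 CPM) and the 8 WT libraries (44.0 to 54.6 CPM), so chance was excluded for Acss2 by those values. For KO against WT averaged over treatments 2 of 100 splits had as many genes, and the other of these called 2 genes against 1 in the real split. That share excludes chance for a count of 1 gene, Acss2, and for no other gene.

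Male KO Tau replicate 711 differed from replicates 712 and 713. The SD over genes of its log2 difference from the other libraries of its group was 0.652, against 0.499 for 712 and 0.387 for 713. It was 0.507, 0.645 and 0.384 for male KO PBS replicates 751, 752 and 753, and lower in the WT groups, at 0.283 to 0.300 in male WT PBS and 0.269 to 0.317 in male WT Tau. A wrong genotype label is argued against by Acss2 at 5.74 CPM, within the KO range. GC content and gene length explained 1.76% of the variance of its difference, so they account for little of it. Its difference from replicates 712 and 713 correlated across genes with the difference of female from male WT Tau libraries (Pearson r 0.420; genes are not independent replicates), against -0.232 to 0.184 for the male PBS libraries, each set against the others of its group, but no label gives a batch, so a shared preparation remains a possible explanation that cannot be told apart from shared tissue makeup. Of the 10 splits of the 6 male KO libraries, the 1 that exchanged male KO PBS replicate 752 and male KO Tau replicate 711 called 2256 genes by edgeR and each other split 0. The pattern may come from an exchange of these libraries or from slices alike in part of their makeup. The neocortex score was 5.10 in replicate 752, near 5.25 and 5.04 in replicates 712 and 713. The striatum score was 5.13 in replicate 752 against 3.21 and 2.56 in replicates 712 and 713, so the makeup was not alike throughout. Replicate 711 was near male KO PBS replicates 751 and 753 in some scores only. Its dentate granule score was 5.43, between 5.76 and 4.49 in those replicates. Its ribosomal protein score was 6.25 against 5.65 and 5.80, and its immediate early gene score 4.70 against 5.25 and 5.43. Npas4 was at 12.5 CPM in replicate 752, against 71.4 and 37.0 CPM in replicates 712 and 713. These differences each rest on 1 library, so an exchange is neither shown nor excluded. Replicates 752 and 711 are both from male KO mice, so neither Acss2 nor the sex genes can separate them.

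A larger number of genes was called in male KO Tau against male WT PBS without replicate 711. In the 2 pairs of groups without male KO Tau, DESeq2 on only the groups compared called at most 269 genes when 1 library was left out (male WT Tau replicate 773). Male KO PBS replicate 752 (SD 0.645) was the library of these groups that differed about as much from the others of its group as replicate 711, and without it that fit called 217 genes against male WT PBS in place of 4. In the WT groups no library stood that far out, so they could not show such a rise for this reason. With 1 comparable library, the part of leaving out the least similar library in the count without replicate 711 stays open. A score of the called genes (488 higher minus 527 lower, with 17 list genes left out) was 0.625 and 0.498 in replicates 712 and 713, -1.25 in replicate 711, and 0.675 in male KO PBS replicate 752, the only library outside male KO Tau above 0. Over the 11 libraries of the other groups, deviations of the score from group means followed the neocortex score (Pearson r 0.955, exact permutation p = 0.00694, adjusted over 3 relations 0.0139; Spearman rho 0.936, exact permutation p = 0.00694). Pearson r was 0.807 without male KO PBS replicates 751 and 752 and 0.983 in the 6 male libraries. The smallest p that the 432 arrangements allow is 0.00231. A larger share of neocortex in those slices is a candidate explanation, but its list genes moved apart, with 6 of 8 higher in replicates 712 and 713 than in male WT PBS and 4 of 8 higher in replicate 752 than in the other male KO PBS libraries. The most abundant, Hs3st4 (median 123 CPM), differed by -0.20 on the log2 scale between replicates 712 and 713 and male WT PBS and by -0.79 between replicate 752 and the other male KO PBS libraries, while Rspo1 (median 2.26 CPM) differed by 2.02 and 4.85. All 8 neocortex genes reached a median of 1 CPM in these hippocampal libraries, and 3 of them were among the called genes. The CA1 pyramidal cell score was 4.90 in replicate 752 and 5.71 and 5.95 in replicates 712 and 713. It was 6.39 to 6.66 in the other male libraries. Female KO Tau replicate 325 (5.46) and female WT Tau replicate 331 (5.23) were also low. A smaller share of hippocampal tissue beyond the dentate gyrus is therefore possible in those slices. Another neighbouring tissue or a Tau effect in KO mice remains open.

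Against the dentate granule score the called-gene score gave Pearson r -0.745 (exact permutation p = 0.322, adjusted 0.322; Spearman rho -0.136, exact permutation p = 0.789) over the same 11 libraries, -0.952 within the 6 male libraries, which include male KO PBS replicates 751 and 752, and 0.510 without those 2, so that relation rests on those libraries. For Rfx3 the relation with the dentate granule score was Pearson r 0.985 and held without those libraries. All 13 dentate granule genes reached a median of 1 CPM, and 11 of 13 were lower in replicates 712 and 713 than in male WT PBS (log2 differences of -1.80 for Dsp, -1.60 for Lct, -1.49 for C1ql2 and -1.41 for Prox1), though the most abundant, Fam163b (median 126 CPM), differed by -0.17. The lower Rfx3 in replicates 712 and 713 is consistent with a smaller share of dentate gyrus in those slices, and an effect of genotype and Tau on these genes was not separated from it.

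Ttr, a choroid plexus gene, was at 3775 CPM in male KO Tau replicate 713 and at 229 and 42.0 CPM in replicates 711 and 712. The other 13 choroid plexus genes were all higher in replicate 713 than in replicates 711 and 712, with a median log2 difference of 4.05, which suggests choroid plexus tissue in that sample. Ttr was also at 492 CPM in male WT Tau replicate 772 and 307 CPM in female KO Tau replicate 314, against 22.6 to 44.2 CPM in male WT PBS. The list score was 5.17 in replicate 713, 2.95 in 772, 2.54 in 314 and 2.04 in 711. It was 0.0613 to 0.470 in male WT PBS. Such tissue may therefore be in several libraries, and the choroid plexus list calls were not separated from it. Of the 14 list genes, 8 reached a median of 1 CPM over the 17 libraries.

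The strain explanation for genes near Acss2 found no excess, with a Fisher's exact p of 0.430 for 40 flanking genes, which is too few to exclude a small region. For the list calls in the interactions, 0 held with an estimated correlation. That setting passed 0 of all 180 list tests, so it cannot decide what caused those calls.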
